A study of Homo sapiens with 21 samples.

How the data were processed

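The series holds 21 samples: DNA and RNA libraries of 3 replicates in KOLF2.1J-hNGN2 neurons and in HEK293FT, with replicate 1 sequenced in several runs, and 1 library that links barcodes to fragments. The 4 count tables hold 12 libraries, and the other 9 samples have no column of their own in them and were not analysed separately here. Which runs of replicate 1 its column holds is not given in the sources used here. DNA and RNA were extracted together from the transduced cells.

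Per the labels, the libraries followed a published lentiviral reporter protocol, and the submitters' processing notes name BWA, SAMtools, bedtools and hg38 without versions or roles. The deposited values are counts, raw and not normalised, for each bin of 100 bp and each barcode. How a fragment was assigned to a bin, the length of fragments, their orientation, any filter and any use of molecular identifiers are not given in the sources used here. The bins carry positions without a chromosome name, and chromosome 17 was taken from the study's subject, the region around MAPT. Positions were matched to hg38 with a gene annotation of release 44, and a bin named with its start covers that position and the following ones up to 100 bp. If the start was counted from 0 by the authors, bins move by 1 bp.

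Counts were summed over barcodes for each bin and library, 6587869 barcodes in neurons and 6583848 in HEK293FT. The test fixed before the data were examined was the quasi-likelihood test of edgeR, RNA against DNA with a replicate block within each cell type, and the interaction of molecule with cell type over all 12 libraries with a block for each of the 6 replicates. It used TMM normalisation, bins with a mean DNA count per library of at least 20 and at least 10 barcodes with DNA, and Benjamini-Hochberg adjusted p below 0.05. The feature classes, gene lists, promoter window of 500 bp, rule for named regions and the alternatives described as planned were also fixed before the data were examined. CpG-rich windows had a GC share of at least 0.55 and an observed over expected CpG of at least 0.65 in 500 bp.

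A test on barcodes was added after the replicate columns had been compared. Counts of the 3 columns were summed for each barcode, log2 of summed RNA over summed DNA was centred on the median bin, and its standard error was taken over the barcodes of the bin. Bins needed at least 30 barcodes and a mean DNA count of at least 20. The ratio of value to error gave p, adjusted by Benjamini-Hochberg over bins, two-sided, and the difference between cell types used the difference of the values with the errors combined. Called bins with the same sign within 100 bp of each other were joined into regions.

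The rule for named regions took the 10 regions with the highest summit in each cell type and the 8 with the largest difference in each direction, the bin nearest the start of each of 18 preset genes, and the number of regions in each protein-coding gene. Since edgeR gave 0 regions, the rule was applied to the barcode test, and its condition of the same sign in every replicate became the same sign in both random sets of barcodes. Both sets divide the barcodes that gave the call, so this condition does not test agreement between replicates. Neurons had 9 higher regions. Some genes that the rule names are not reported here. The lower bins named, and the starts of EFTUD2 and ITGA2B, were chosen after their values were seen.

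Classes were compared by the median of the edgeR log2 RNA over DNA of a class minus that of all other bins, against 10000 circular shifts of the values along each covered interval, where gaps of more than 10 kb divide intervals. Adjusted p was taken over 15 tests, and the share of called bins was tested in the same way over 10 tests.

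Both tests were run on simulated data. With the fitted spread and columns drawn independently (mean r 0.0462 in neurons and 0.0374 in HEK293FT), unlike the negatively correlated ones in the tables, edgeR found 1 of 50 neuron bins changed 2-fold, 39 of 50 changed 4-fold and 50 of 50 changed 8-fold, and in HEK293FT 1, 30 and 49. For the difference it found 6 of 50 bins changed 4-fold and 25 of 50 changed 8-fold. The barcode test found 9 of 50 neuron bins changed 1.2-fold, 43 changed 1.5-fold and 49 changed 2-fold, and in HEK293FT 19, 42 and 49. The median bin had an error of 0.107 on the log2 scale in neurons and 0.0914 in HEK293FT. RNA over DNA totals were 4.40 in neurons and 2.13 in HEK293FT.

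Alternatives to the edgeR test were library size without TMM, DESeq2, the block left out or changed, no filter or a stricter one, the top barcode left out, only barcodes with DNA, a test against a log2 change of 0.5, adjusted p under 0.01, a GC correction, limma on the ratios, and each replicate left out. The barcode test had its own set of such settings. Orientation and the runs of replicate 1 were not compared, since the tables do not carry them.

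The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.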

Results

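Reporter activity was measured by a lentiviral massively parallel reporter assay, in which fragments of genomic DNA are placed beside a reporter gene, each copy carries its own barcode, and the RNA made from a barcode is divided by the DNA integrated with it. The test sequences were sheared bacterial artificial chromosomes from the part of chromosome 17 around MAPT, the gene for the microtubule-binding protein tau. The assay was run in neurons made from KOLF2.1J-hNGN2, an induced pluripotent stem cell line that turns into neurons when neurogenin is expressed, and in HEK293FT, a fast-growing line derived from human embryonic kidney. Neurons received the virus on day 14 and were collected on day 18. For each of the 2 cell types, 3 replicates gave 1 DNA and 1 RNA library each, 12 libraries in all.

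The counts covered 22340 bins of 100 bp in neurons and 22333 in HEK293FT, 22317 of them in both, from position 43847000 on chromosome 17 of hg38 onward. Neuron DNA libraries held 7441941, 5860378 and 6697851 counts for replicates 1, 2 and 3, and neuron RNA libraries 28788860, 27899958 and 31250558. HEK293FT DNA libraries held 13503541, 11149212 and 11860625 counts, and HEK293FT RNA libraries 25213154, 23818851 and 28871280. The median bin had 207 barcodes in either cell type, with 638 DNA and 2787 RNA counts in neurons and 1166 DNA and 2472 RNA counts in HEK293FT. At that depth the standard error of log2 RNA over DNA over barcodes had a median of 0.107 in neurons and 0.0914 in HEK293FT. The counts are PCR products for which no molecular identifiers are stated, so errors of this kind cover counting and barcode variation only. Coverage was broken by 4 gaps of more than 10 kb, the largest from 45771100 to 46099799, and the starts of MAPT, CRHR1 and STH lie inside it, so they were not analysed here.

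The replicate columns of a cell type did not rank the bins alike. Pearson's r of log2 RNA over DNA across 21390 bins was -0.38, -0.32 and -0.57 for the 3 pairs of neuron columns, and -0.29, -0.41 and -0.55 across 21752 bins in HEK293FT. When the columns were shuffled within each bin, r lay between -0.43 and -0.44. The r values are across bins, which are not independent replicates. In neurons, DNA column 1 was the highest of the 3 in 35.1% of 3576 deeply counted bins, column 2 in 33.1% and column 3 in 31.8%. The other libraries were less even: RNA column 3 was the highest in 49.4% of 16649 neuron bins and 44.3% of 15773 HEK293FT bins, and DNA column 1 in 46.1% of 8575 HEK293FT bins. Tests that need the columns to be replicates therefore had a large spread to overcome, with a biological coefficient of variation of 0.382 in neurons and 0.416 in HEK293FT, below the 0.435 and 0.475 found with the columns shuffled within each bin.

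**Figure D1:**
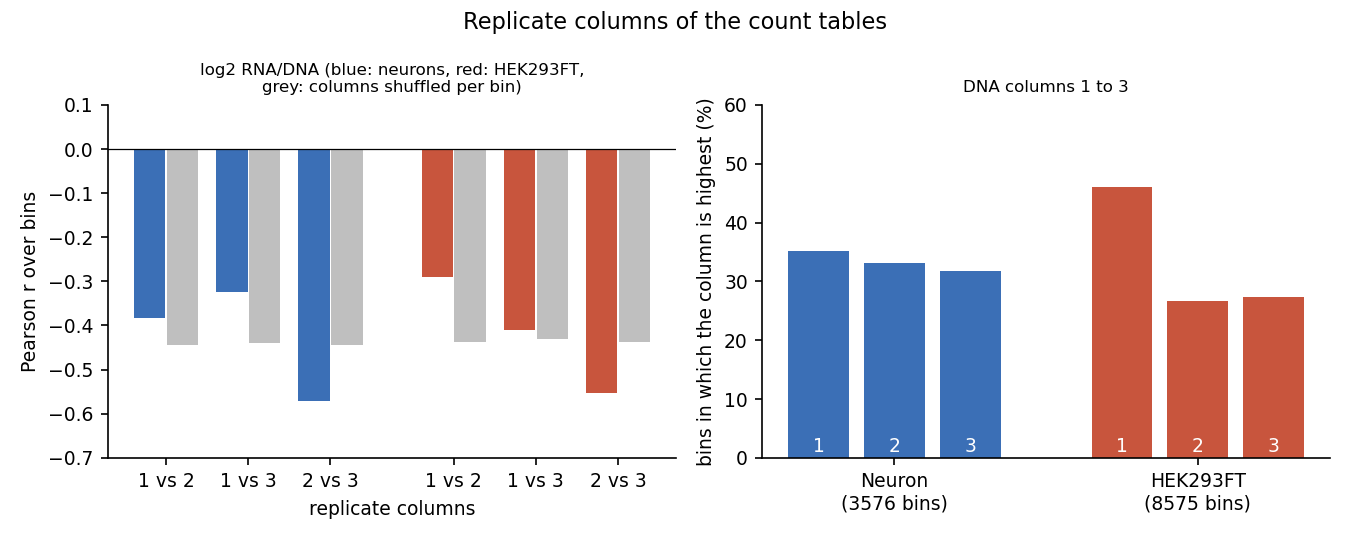
Left, Pearson's r of log2 RNA over DNA across bins for each pair of replicate columns (neurons blue, HEK293FT red) beside r after the columns were shuffled within each bin (grey); all pairs lie below 0. Right, percentage of deeply counted bins in which each DNA column held the most counts, which is 35.1%, 33.1% and 31.8% in neurons and 46.1%, 26.6% and 27.3% in HEK293FT.

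The first comparison asked which parts of the locus drive the reporter in neurons. The highest region, bin45371800 on chromosome 17 (45371800 to 45371899 of hg38), lies in an exon of the non-coding gene ENSG00000267446, 207 bp from its start in a CpG-rich window. Its log2 RNA over DNA stood 0.52 ± 0.10 (SE over 390 barcodes) above the median bin, which is 1.43-fold. The bin at the start of LSM12, bin44066600 (44066600 to 44066699, in the UTR, 9 bp from the start), stood 0.52 ± 0.07 above the median over 397 barcodes. A bin 1812 bp upstream of GRN, the gene for progranulin, bin44343400, stood at 0.48 ± 0.11 over 175 barcodes, and bin44015000 at the promoter of TMEM101 at 0.48 ± 0.11 over 249. Inside KANSL1, which encodes a subunit of a histone acetyltransferase complex, bin46172100 (coding sequence, 33 bp from an annotated start) stood at 0.27 ± 0.04 over 2092 barcodes.

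By the test on barcodes, which was chosen after the replicate columns had been seen, 11 of 20970 neuron bins were higher than the median bin and 1 was lower. Benjamini-Hochberg adjusted p was 0.0016 at bin45371800, 4.0e-08 at LSM12 bin44066600, 0.0440 at bin44343400 upstream of GRN, 0.0131 at TMEM101 bin44015000 and 1.9e-06 at KANSL1 bin46172100. The other 4 of the 9 higher regions, at bin44277700, bin44587500, bin44591300 and bin44598400, had summits between 0.19 and 0.40. The lower bin, bin46897300, lies between genes 25725 bp upstream of GOSR2, at -0.56 ± 0.12 over 36 barcodes with adjusted p 0.00827. In simulated data with 200 changed bins the same test called 17 unchanged bins. It found 9 of 50 bins changed 1.2-fold and 43 of 50 changed 1.5-fold. The 17 came beside many true calls, which loosen the adjusted cutoff. They therefore do not give the number of false calls among the 12 bins called in neurons. With barcodes that have DNA only, 21 bins were higher and 38 lower. With a running median over 50 kb removed, 8 neuron bins were called, 7 of them among the 12.

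The neuron calls depended on the columns summed. Without column 1 the barcode test called 3407 bins higher and 3848 lower, without column 2 it called 4064 and 2882, and without column 3 it called 4064 and 3699. The highest region, bin45371800, stood at 0.02 ± 0.11 without column 1 and at 1.05 ± 0.12 without column 2. The bin upstream of GRN, bin44343400, stood at 0.11 ± 0.14 without column 3, and TMEM101 bin44015000 at 0.24 ± 0.14 without column 1 and 0.19 ± 0.12 without column 2, none of them past the test, and bin44591300 did not pass without column 1 or 2 (0.0042 ± 0.05 and 0.02 ± 0.04). LSM12 bin44066600 passed at 0.47 to 0.65 and KANSL1 bin46172100 at 0.21 to 0.37 whichever column was left out. With 1 column left out 6946 to 7763 of 20970 bins passed, so passing there is little support for a bin. The SD of the values across bins was then 0.32 to 0.35, against 0.11 with all columns summed. The sign turned at bin44277700 without column 2 (-0.21 ± 0.14), at bin44587500 without column 1 (-0.12 ± 0.08) and at bin44598400 without column 1 or 3 (-0.01 ± 0.04 and -0.12 ± 0.04). With the replicate columns as the unit, edgeR called 0 of 21390 bins in neurons (2 with unadjusted p below 0.05) and DESeq2 called 0 (1 with unadjusted p below 0.05).

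The same question in HEK293FT gave many more regions. The highest, bin44811700 (44811700 to 44811799), lies in an intron of GJC1, a gap-junction connexin gene, and stood 1.30 ± 0.16 above the median on the log2 scale, 2.46-fold, over 100 barcodes. An intergenic bin beyond the 3′ end of ARHGAP27, bin45390500, stood at 1.25 ± 0.13, 2.38-fold, over 211 barcodes. An intron of the pseudogene NSFP1, bin46380900, stood at 1.07 ± 0.26 over 53 barcodes, with adjusted p 0.00129. Next to the start of the non-coding gene ENSG00000271222, at a distance of 296 bp, bin44596000 (44596000 to 44596099) stood at 1.02 ± 0.06 over 735 barcodes inside a region of 8 bins. Introns of LSM12 (bin44064800, 0.99 ± 0.17), of DCAKD (bin45027700, 0.94 ± 0.09) and again of GJC1 (bin44819400, 0.85 ± 0.10) followed. In coding sequence of SLC4A1, the anion exchanger of red blood cells, bin44257800 stood at 0.81 ± 0.06 over 344 barcodes.

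The deepest of these HEK293FT regions is intergenic, bin44597800 (chromosome 17, 44597800 to 44597899 of hg38), 1504 bp from the start of ENSG00000271222, at 0.91 ± 0.05 over 1048 barcodes with 5075 DNA and 20133 RNA counts. The reference sequence of that bin is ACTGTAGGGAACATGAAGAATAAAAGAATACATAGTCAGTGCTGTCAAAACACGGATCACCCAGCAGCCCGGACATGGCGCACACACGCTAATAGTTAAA. Adjusted p over barcodes was 2.0e-83 there, 3.7e-67 at bin44596000, 1.4e-13 at GJC1 bin44811700 and 1.3e-17 at bin45390500.

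Over the whole locus, 950 of 20961 HEK293FT bins were higher than the median bin and 131 lower by the barcode test, in 524 higher and 111 lower regions. Without column 1 the test called 5068 bins higher and 5317 lower, without column 2 4707 and 4707, and without column 3 5252 and 5802, so the excess of higher bins holds for all 3 columns summed. Of the higher regions 192 spanned 2 or more bins, 37 had a summit of 1.5-fold or more and 4 a summit of 2-fold or more. The stretch from 44575100 to 44606999, which holds ENSG00000271222, had 209 of 313 bins higher and a median of 0.18. It was also the most deeply counted, with a median of 4151 DNA counts per bin against 1133 to 1411.5 in the other intervals, so that smaller shifts pass the test there, and its longest region ran over 20 bins. Many lower regions lay at the other end: 27 lower regions fell inside NSF, the gene for the ATPase that takes SNARE complexes apart, 18 inside WNT3 and 7 inside LRRC37A2. With a running median over 50 kb removed, 5 bins of the whole locus were lower and 476 higher, so the lower regions of NSF, WNT3 and LRRC37A2 depended on the baseline of that end of the map. In simulated HEK293FT data 17 unchanged bins were called, again a larger share of the simulated calls than 0.05. GJC1 bin44811700 passed at 1.15 to 1.51 whichever column was left out. At their lowest, bin44596000 stood at 0.56 ± 0.08 without column 1, bin44597800 at 0.34 ± 0.06 without column 3 and DCAKD bin45027700 at 0.40 ± 0.13 without column 2. All 3 were past the test. With 1 column left out 9414 to 11054 of 20961 bins passed, so passing there is little support for a bin. The SD of the values across bins was then 0.37 to 0.46, against 0.13 with all columns summed. LSM12 bin44064800 stood at -0.04 ± 0.19 and GJC1 bin44819400 at 0.21 ± 0.12 without column 3, and SLC4A1 bin44257800 at 0.06 ± 0.10 without column 2, none past the test. On the replicate columns edgeR called 0 of 21752 bins (8 with unadjusted p below 0.05, and p 0.00364 at bin44596000 and 0.00906 at bin44597800), and DESeq2 called 0 (15 with unadjusted p below 0.05).

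**Figure D2:**
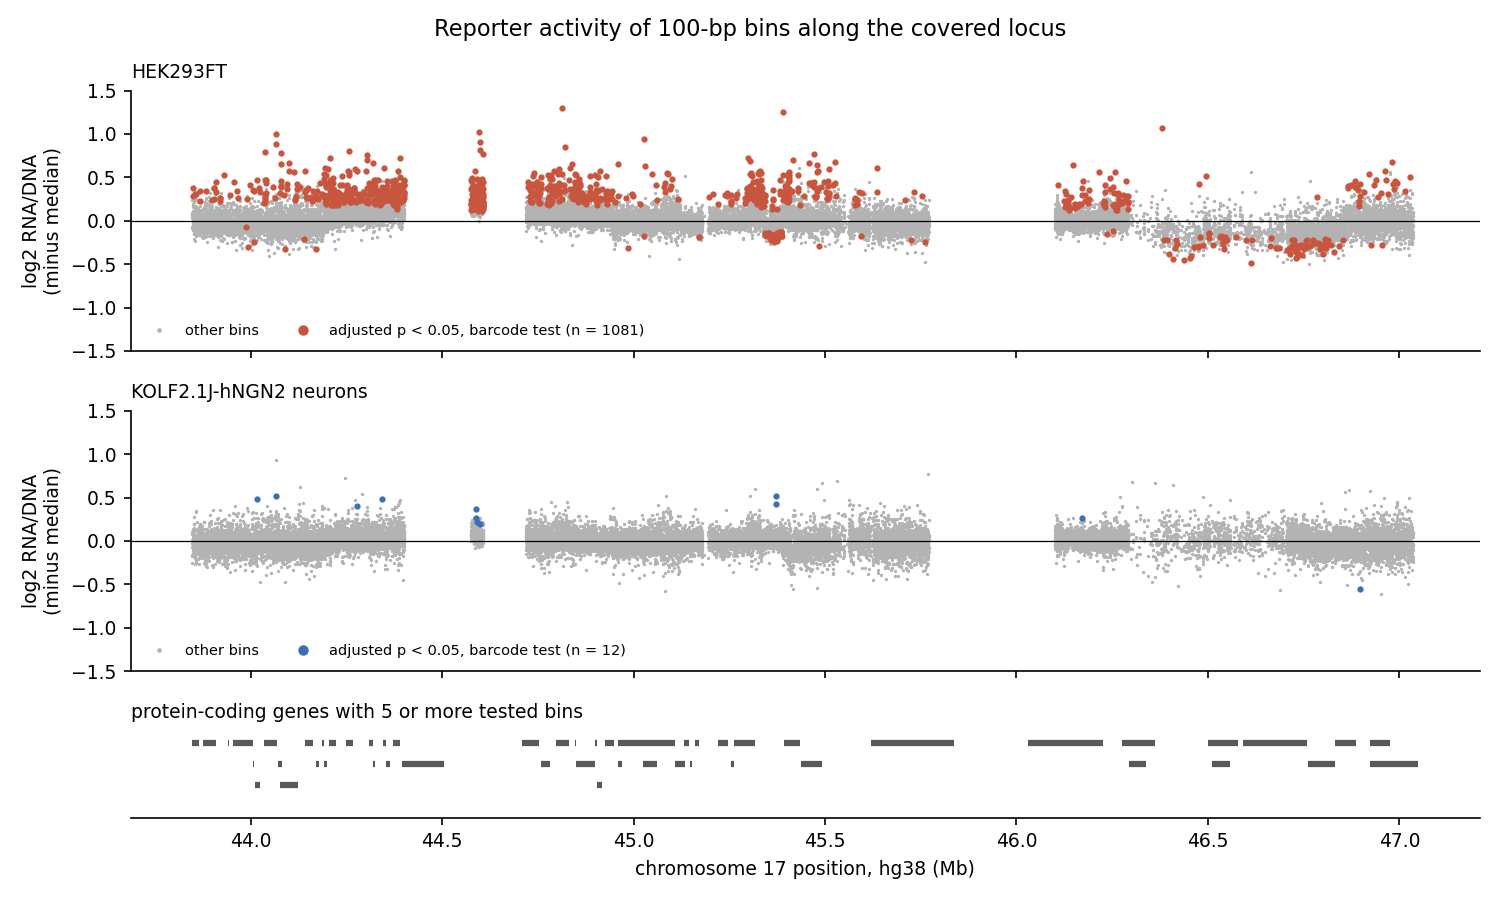
Log2 RNA over DNA minus the median of each 100-bp bin along chromosome 17 (hg38), in HEK293FT (top) and neurons (middle), with bins past the barcode test coloured, and protein-coding genes below. HEK293FT has 1081 such bins, densest in the short and deeply counted stretch from 44575100, and neurons 12.

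Among 54 protein-coding genes with at least 5 tested bins, 45 held at least 1 higher region in HEK293FT and 3 held one in neurons. KANSL1 held 23 higher HEK293FT regions, EFTUD2, which encodes a spliceosomal GTPase, 22, MAP3K14, which encodes a kinase of the NF-kappa-B pathway, 22, NMT1, which encodes an N-myristoyltransferase, 18, DBF4B 17 and ITGA2B, which encodes a platelet integrin, 16. Per 100 tested bins, HIGD1B had 9.76 such regions, SLC25A39 9.62, ITGA2B 9.30, FAM171A2 8.82 and GRN 8.75, while HEXIM1, HEXIM2 and ACBD4 had none. Of 50 genes with tested bins within 500 bp of the canonical start, 13 had a higher bin there in HEK293FT. The bin that holds the EFTUD2 start, also within 500 bp of the CCDC103 start, stood at 0.53 ± 0.06. The highest bin at ITGA2B stood at 0.51 ± 0.07. In neurons the starts of TMEM101 and LSM12 were the 2 with a higher bin.

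The second comparison asked which bins differ between the cell types, and the values are neurons minus HEK293FT. In GJC1 bin44811700 fell by 1.44 ± 0.21 (SE over barcodes), from 1.30 ± 0.16 in HEK293FT to -0.14 ± 0.14 in neurons. The pair of bins near ENSG00000271222 also differed, by -1.09 ± 0.08 at bin44596000 and by -0.96 ± 0.07 at bin44597800. Bins in LSM12 (bin44064800, -1.23 ± 0.24), DCAKD (bin45027700, -0.97 ± 0.13), SLC4A1 (bin44257800, -0.96 ± 0.11) and PLEKHM1 (bin45458400, -0.98 ± 0.26), whose protein is an adaptor on lysosomes, and the intergenic bin45390500 (-1.08 ± 0.20) completed the 8 largest differences toward HEK293FT. In the other direction, the largest was an intron of LINC02210-CRHR1 (bin45769800), at 0.97 ± 0.25 over 32 neuron barcodes.

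Among the named bins with more activity in neurons, 4 lie at gene starts, a grouping that was not tested. At GOSR2, which encodes a Golgi SNARE protein, bin46923100 (3 bp from the start) differed by 0.67 ± 0.18, at the promoter of MAP3K14 bin45317400 by 0.62 ± 0.17, and in the UTR of TMUB2 bin44186900 by 0.60 ± 0.14. The start of LSM12, bin44066600, differed by 0.40 ± 0.10. Introns of NMT1 (bin45083500, 0.72 ± 0.20), NSFP1 (bin46454200, 0.69 ± 0.20) and LSM12 (bin44044800, 0.61 ± 0.18) were also higher in neurons than in HEK293FT. GOSR2, MAP3K14 and TMUB2 did not pass the test within neurons alone, with adjusted p of 0.194, 0.0502 and 0.212. Without column 2 the GOSR2 difference was -0.02 ± 0.20, and those of MAP3K14 (0.39 ± 0.19) and TMUB2 (0.37 ± 0.17) did not pass, nor did LINC02210-CRHR1 (0.41 ± 0.29) and NMT1 (0.46 ± 0.30) without column 1.

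Of the 29 regions toward neurons, 13 lie in a single stretch from 45343400 to 45384199, which holds ENSG00000267446. There HEK293FT had a median of -0.08 over 401 tested bins, with 29 lower and 9 higher, and neurons a median of 0.04 with 2 higher bins, both at ENSG00000267446. With a running median over 50 kb removed 0 bins of this stretch differed toward neurons, and 8 did in the whole locus.

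By the barcode test 282 of 20925 bins differed, 31 toward neurons and 251 toward HEK293FT, in 29 and 199 regions. In simulated data 20 unchanged bins were called, a larger share of the simulated calls than 0.05. The balance toward HEK293FT turned when a column was left out, with 4212 bins toward neurons and 3521 toward HEK293FT without column 1, 4809 and 3640 without column 2, and 5362 and 4265 without column 3. The sign turned at LSM12 bin44064800 without column 3 (0.22 ± 0.27) and at SLC4A1 bin44257800 without column 2 (0.27 ± 0.16), and the call was lost at bin44596000 (-0.14 ± 0.12) and bin45390500 (-0.28 ± 0.27) without column 1, at DCAKD bin45027700 (-0.34 ± 0.17) without column 2 and at PLEKHM1 bin45458400 (-0.64 ± 0.30) without column 3. GJC1 bin44811700, at -1.79 to -1.17, and bin44597800, at -0.99 to -0.69, passed whichever column was left out. In those runs 7733 to 9627 of 20925 bins passed, so passing there is little support for a bin. The SD of the differences across bins was then 0.48 to 0.58, against 0.17 with all columns summed. Adjusted p was 1.0e-08 at GJC1 bin44811700, 6.3e-38 at bin44596000, 1.3e-38 at bin44597800, 0.0267 at GOSR2 and 0.00245 at TMUB2 bin44186900. The interaction of molecule with cell type in edgeR called 0 of 21621 bins (0 with unadjusted p below 0.05), and DESeq2 called 0 (2 with unadjusted p below 0.05). In neurons, in HEK293FT and for the difference the bins with unadjusted p below 0.05 were far fewer than the share of 0.05 that chance gives, so the 0 calls of edgeR do not show that bins are unchanged. The p values over barcodes do not cover variation from culture to culture, and the labels do not say whether the replicates were separate cultures.

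**Figure D3:**
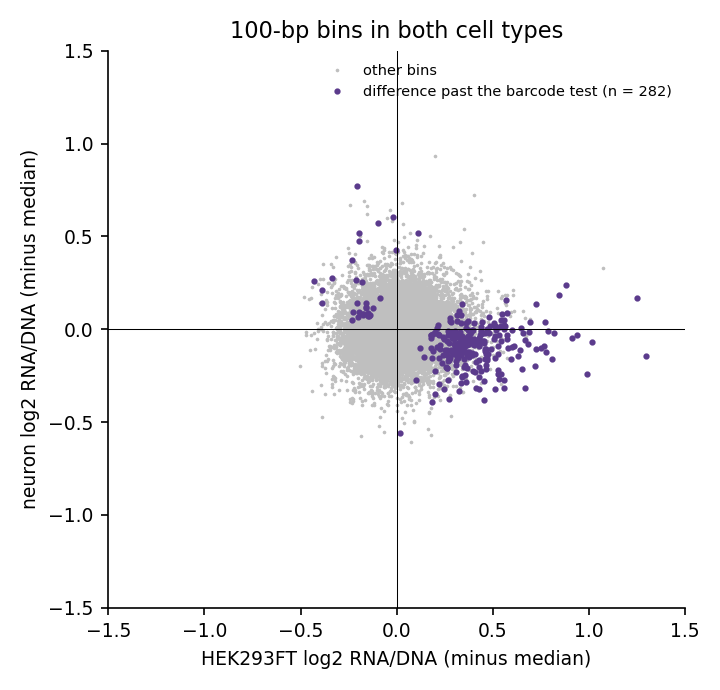
Log2 RNA over DNA minus the median in HEK293FT (x axis) and neurons (y axis) for each 100-bp bin tested in both; the 282 bins whose difference passed the barcode test are purple. Most of these lie to the right, with high values in HEK293FT and values near 0 in neurons.

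The values of the 2 cell types were nearly uncorrelated. Across 20925 bins Pearson's r between neurons and HEK293FT was 0.0249 and Spearman's coefficient 0.0421, where bins are not independent replicates. Of 949 bins higher in HEK293FT and tested in both, with a median of 0.29 there, the median in neurons was 0.0078, 504 lay above 0 in neurons and 4 were called higher in neurons. Placing the calls at random over the locus gives 0.499 such bins, and placing them at random within each covered interval, a count added after the calls had been seen, gives 2.98. Of the 4 bins 3 lie in the stretch from 44575100 to 44606999, which holds 4 of the 11 higher neuron bins and had a median of 0.07 in neurons and 0.18 in HEK293FT. The difference itself passed the test at 242 of the 949. How far neuron values can be reproduced limits this: 2 random sets of a bin's barcodes gave r of -0.0929 across all neuron bins, below the 0.0013 of simulated bins without change for a reason not found, and 0.0282 across the 786 with at least 3000 DNA counts, against 0.243 and, over 3052 bins, 0.556 in HEK293FT.

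The starts of genes listed before the data were examined did not pass as higher in either cell type. None of the 4 neuron-enriched genes (MAPT, CRHR1, NSF and STH) had a tested bin at its start. Of the 7 broadly expressed genes 6 were covered, with a median over genes of -0.04 in neurons and -0.06 in HEK293FT, where a gene's value is the median of its bins within 500 bp of the start, and 0 with a higher bin within 500 bp. The bin at the KANSL1 start, bin46193400, stood at 0.11 ± 0.14 in neurons and 0.01 ± 0.15 in HEK293FT, and that at the PLEKHM1 start, bin45490700, at 0.27 ± 0.12 and 0.10 ± 0.11. LRRC37A2 was the exception, with a lower value in HEK293FT at bin46512200 of -0.28 ± 0.08 (adjusted p 0.0235).

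Of the 4 antisense or intronic transcripts 2 were covered, KANSL1-AS1 and LINC02210, with a median of -0.03 in neurons and 0.04 in HEK293FT, and of 3 other genes 2, WNT3 and WNT9B, with -0.05 in both, again over the windows of 500 bp. WNT3 and WNT9B encode secreted signalling proteins, and the single bins at their starts stood at 0.01 ± 0.12 and -0.28 ± 0.15 in HEK293FT, neither past the test. By edgeR and by DESeq2, 0 of these bins passed in either cell type, with 0 at an unadjusted edgeR p below 0.05.

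The third comparison placed the classes of sequence side by side. In HEK293FT promoter windows, within 500 bp of an annotated start, had a median log2 RNA over DNA 0.04 above all other bins, exons stood 0.03 above, and introns fell by 0.05. In neurons CpG-rich windows stood 0.05 above other bins, while promoter windows stood at -0.01 and exons at -0.01 relative to the rest. Against 10000 circular shifts of the track, two-sided with Benjamini-Hochberg adjustment over 15 class tests, adjusted p in HEK293FT was 0.0003 for promoter windows and for exons, from an unadjusted p of 0.0001, which is the smallest that the shifts can give, and 0.0025 for introns. In neurons it was 0.0003 for CpG-rich windows, 0.0565 for promoter windows and 0.0663 for exons. Neurons minus HEK293FT differed by -0.05 for promoter windows (0.0003), -0.04 for exons (0.0003) and 0.04 for introns (0.0032), and by 0.03 for CpG-rich windows (0.0565). Intergenic bins did not pass with these values, at 0.02 in neurons (0.231), 0.03 in HEK293FT (0.645) and -0.01 for the difference (0.858), but with pooled counts they passed in neurons at 0.03, as did neuron promoter windows at -0.01. The values come from the edgeR fit, and several calls were lost when a column was left out, in part with little change of the value and a wider spread of the shifts. In HEK293FT promoter windows did not pass without column 1 or 2 (0.04 and 0.03), nor did exons (0.03) and introns (-0.03) without column 1, while CpG-rich windows passed at 0.10 without column 1 and at -0.08 without column 3. In neurons the CpG-rich value was -0.01 without column 2, and with pooled counts it was 0.01, neither past the test. In HEK293FT CpG-rich windows stood at 0.01 with the edgeR values, not past the test, and passed at 0.05 with pooled counts, where the difference turned to -0.04 and passed. For the difference, exons did not pass without column 1 or 3 (-0.03 and -0.05), introns without column 2 or 3 (0.04 and 0.05) and promoter windows without column 2 (-0.03).

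**Figure D4:**
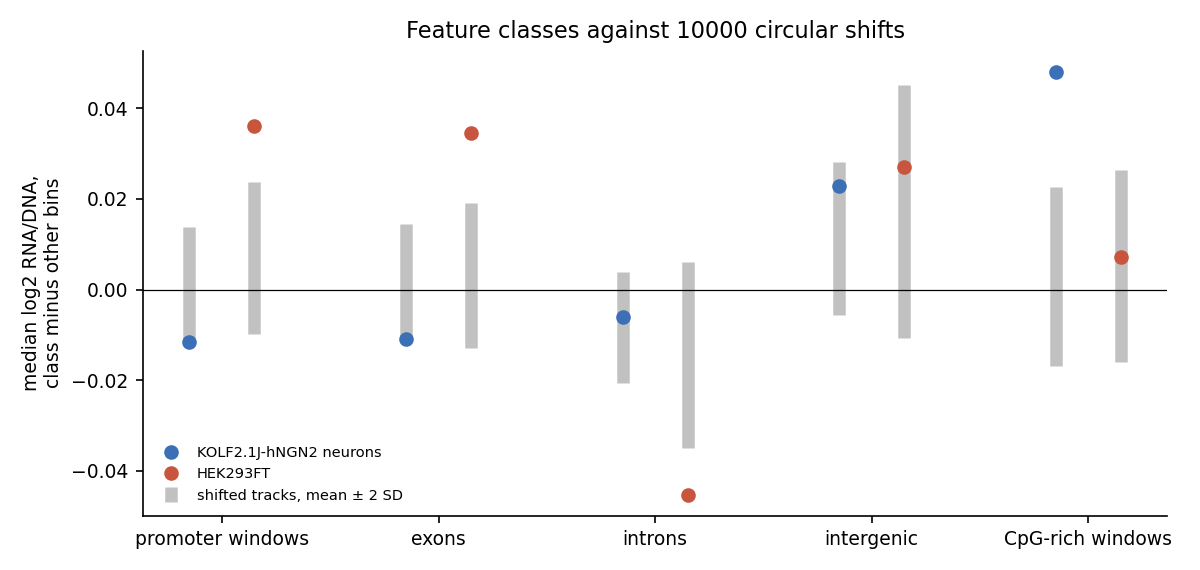
Median log2 RNA over DNA of each class minus that of all other bins (points; neurons blue, HEK293FT red), with the mean ± 2 SD of 10000 circular shifts of the track (grey bars). HEK293FT promoter windows and exons lie above the shifts and introns below, and in neurons CpG-rich windows lie above, with values from the edgeR fit.

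Called bins followed the classes in HEK293FT. Of 2500 promoter-window bins 159 were higher (6.36%, against 4.28% outside, adjusted p 0.0025 by circular shifts over 10 tests). Of 2586 exon bins 202 were higher (7.81% against 4.07%, adjusted p 0.0005), and of 11753 intron bins 220 (1.87% against 7.93%, adjusted p 0.0005). The share outside introns includes the stretch from 44575100 to 44606999, where 209 of 313 bins were higher. In the edgeR fit without that stretch HEK293FT intron bins went from 12255 to 12252 and intergenic bins from 4245 to 3947. Shares of called bins were not taken without it in either cell type. Of 4122 intergenic bins 369 were higher, 8.95% against 3.45%, but with adjusted p 0.55, so the share did not pass the test. CpG-rich windows had 31 of 531 bins higher in HEK293FT (adjusted p 0.195). In neurons 5 of 2501 promoter-window bins and 4 of 531 CpG-rich bins were higher, among them the starts of LSM12 and TMEM101, with adjusted p 0.00760 and 0.000667, and 0 of 11758 intron bins (0.119% outside, adjusted p 0.0233). These neuron shares rest on only 11 higher bins, and the number of false calls among them is not known. Adjusted over the list alone, the higher bins in HEK293FT numbered 173 in promoter windows, 230 in exons, 166 in introns, 438 between genes and 36 in CpG-rich windows, and in neurons 7, 0, 0, 6 and 10. By edgeR the count was 0 in each class, adjusted over all bins and adjusted over the list alone.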

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

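The test on barcodes and the following tests were chosen after the results were seen: that of the mean r between columns, that of DNA and RNA moving together, that of barcode correlation and the count of other splits.

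Bins that differ between the cell types stood out because the difference itself was tested. The barcode test found 282 of them, 251 toward HEK293FT, among them GJC1 bin44811700 and the bins near ENSG00000271222. Without column 1, 2 or 3 the larger number lay toward neurons instead, with 4212 against 3521, 4809 against 3640 and 5362 against 4265. Classes differed too: neurons minus HEK293FT gave -0.05 (-0.05118) for promoter windows, -0.04 (-0.04139) for exons and 0.04 (0.04037) for introns. The correlation of log2 RNA over DNA with GC content across bins was 0.201 in HEK293FT and -0.158 in neurons, a difference of 0.359, with p 0.0001 by circular shifts, the smallest they can give.

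The first pattern weighed is that the 3 replicate columns of a cell type disagree across bins, for which no biological explanation was tested. Single barcodes with very high counts are argued against, since the log2 ratio of DNA columns was shared by random sets of barcodes with r of at least 0.9083. Whether DNA and RNA columns of one number hold different cultures stays open: the pairing by number was best in at most 17.84% of bins, near the 16.7% of chance, but the gap to the next pairing was 0.533 and 0.671 of its error. Cultures that took up different amounts of a bin stay open too, since r of DNA with RNA ratios of columns, at most 0.02061, says nothing where the pairing is unknown. That the columns of a bin do not always hold the replicate they name is a hypothesis that the mean r of -0.4221 prompted and so cannot test, and the columns are not evenly mixed, with RNA column 3 the highest in 49.4% of neuron bins.

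The second pattern is that HEK293FT had 1081 bins past the barcode test and neurons 12. Deeper DNA sequencing, counted in reads, is argued against, since at equal depth HEK293FT still had 67.92 times as many. No molecular identifiers are stated, so a difference in the number of DNA molecules sampled stays open. DNA was found for 77.0% of neuron barcodes and 88.8% of HEK293FT barcodes. A trend with GC content or position is also argued against, with 60.12 times as many or more after either correction. With barcodes that have DNA only the ratio was 17.2 times. Without column 1, 2 or 3 it was 1.43, 1.36 and 1.42 times, with 6946 or more calls in either cell type. Barcodes matched less well between DNA and RNA in neurons may contribute and cannot be told apart from a difference in regulation: the median correlation over barcodes was 0.305 in neurons and 0.448 in HEK293FT, a ratio of 0.6813. A difference between the cell types in which sequences are active stays open and was not tested apart from these.

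The third pattern is the opposite slope with GC content. Without promoter windows, CpG-rich windows and called bins the difference of correlations was 0.3674, so the most active bins did not make it. With the depth of the other cell type held fixed it was 0.3735, so that depth did not account for it. The depth of the same cell type was not held fixed, so an effect of it stays open. A difference between the cell types in how GC-rich and AT-rich sequence acts stays open as a hypothesis, as does a difference between their libraries in amplifying GC-rich barcodes or fragments, which was not tested.

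For the edgeR counts, other splits of the samples were too few for a share under 0.05. A real count of 0 also makes every split as large by construction, so no conclusion is drawn from these shares. In neurons the real split called 0 bins and the highest other 4, with 4 of 4 splits as large, and in HEK293FT 0 and 22, again 4 of 4. For the difference the real split called 0 and the highest other 0, in 10 of 10 splits. Unadjusted p fell below 0.05 in 2 neuron bins with the real labels and in up to 3075 with another split, and in 8 and up to 3219 in HEK293FT.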

How the results depend on the processing

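The settings of the barcode test, the pooled class values and the classes without the shortest interval were chosen after seeing the data. The 0 counts of edgeR stayed 0 under each alternative run, DESeq2 and limma included. For barcodes, the median neuron bin had an error of 0.107. The replicate numbers pair neurons with HEK293FT by number alone: deviations from the cell type mean had r of 0.0966, 0.0048 and -0.0247 across bins, and with a replicate block across cell types 0 bins differed (1 with unadjusted p below 0.05). Without the replicate block 0 were called in either cell type (0 and 12 unadjusted), and 0 by the GC correction with the block. Neuron, HEK293FT and difference calls by barcodes numbered 15, 1228 and 326 without the top barcode and 13, 883 and 267 at equal depth. Values that moved were 656 in HEK293FT and 171 for the difference at adjusted p under 0.01, 481 in HEK293FT with the 50 kb running median removed, 59 in neurons with barcodes that have DNA only, 20 in neurons and 584 in HEK293FT with z scaled by its spread, and 0, 8 and 5 against a log2 change of 0.5. Leaving out 1 column gave 6946 to 7763 in neurons, 9414 to 11054 in HEK293FT and 7733 to 9627 for the difference; the cause was not tested.

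Leaving out 1 replicate, class medians in HEK293FT ranged from 0.03462 to 0.0526 for promoter windows, 0.03422 to 0.04399 for exons, -0.07294 to -0.03101 for introns and -0.08212 to 0.1039 for CpG-rich windows, and in neurons from -0.01473 to 0.1205 for CpG-rich windows. The differences ranged from -0.05945 to -0.03379 for promoter windows, -0.06095 to -0.03275 for exons and 0.0363 to 0.05498 for introns. Exons in neurons passed the test at -0.01428 with a 250 bp window and -0.01183 with the stricter filter. Pooled values gave -0.01432 for promoter windows and 0.02613 for intergenic bins in neurons and 0.05204 for CpG-rich windows in HEK293FT, which then passed the test, 0.01191 for CpG-rich windows in neurons, which no longer passed, and -0.03776 for their difference, which reversed and passed. The cause was not tested.

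Some named bins reversed without 1 column. In neurons the values ranged from -0.2059 to 1.257 at bin44277700, from -0.115 to 1.036 at bin44587500 and from -0.1156 to 0.8102 at bin44598400, where -0.01101 reversed too. In HEK293FT they ranged from -0.0423 to 1.646 at bin44064800. The differences ranged from -0.01599 to 2.191 at bin46923100, from -2.279 to 0.224 at bin44064800 and from -1.47 to 0.2708 at bin44257800. The following counts are of results by named bin and comparison, so a bin can count more than once. The call alone was lost in 9 results without column 1, 7 without column 2 and 4 without column 3. With the running median removed 28 results kept their call and 7 lost it. With the GC trend removed 31 kept it and 4 lost it. Removing overlapping bins was not run, since each barcode is in 1 bin. Orientation and sequencing runs could not be compared.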

Other observations

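The values in this part were chosen after the results were seen. In HEK293FT the starts of several more genes had higher bins by the barcode test, and each value is that of the highest bin within 500 bp of the start. The start of HIGD1B reached 0.44 ± 0.06 (SE over barcodes, adjusted p 6.9e-13), that of RUNDC3A 0.38 ± 0.08 (adjusted p 0.000101), that of SLC4A1 0.38 ± 0.08 (adjusted p 5.9e-05) and that of FAM171A2 0.31 ± 0.07 (adjusted p 0.00125). GRN, whose upstream bin was higher in neurons, reached 0.33 ± 0.11 at its own start in HEK293FT with adjusted p 0.0476, and 0.24 ± 0.21 at the same bin in neurons, which did not pass. ADAM11 reached 0.43 ± 0.10 in HEK293FT at bin44758400 (adjusted p 0.00155), where neurons stood at 0.03 ± 0.14. GFAP, the intermediate filament gene of astrocytes, held 4 higher regions in HEK293FT and 0 in neurons.

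At the far end of the map HEK293FT values were low. The 3 lower regions with the largest fall were an intron of NSF, bin46612200, at -0.48 ± 0.16 over 43 barcodes, and introns of the pseudogene NSFP1, bin46438300 at -0.45 ± 0.11 and bin46409500 at -0.45 ± 0.15. The interval from 46099800 to 47035899, which holds KANSL1, NSF and WNT3, had a HEK293FT median of -0.05 and 1.58% higher bins, against 0.02 and 5.76% in the interval that ends at 44401299 and holds HDAC5, UBTF and GRN. In neurons both medians were near 0, at 0.0018 and 1.1e-05.

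Values of neighbouring bins correlated more in HEK293FT. Across bins 100 bp apart r of log2 RNA over DNA was 0.534 in HEK293FT and 0.208 in neurons, and 5 kb apart it was still 0.304 and 0.127. Bins are not independent replicates. The pairs 100 bp apart numbered 18378 in HEK293FT and 15023 in neurons, so the bins compared were not the same. The median bin had 1166 DNA counts in HEK293FT and 638 in neurons, and an effect of this depth on r was not tested. Median log2 RNA over DNA in bins below 40% GC was 0.03 in neurons and -0.05 in HEK293FT, and in bins of 60% GC or more -0.03 and 0.04. Within a bin, RNA counts of the same barcode correlated between columns with a median r of 0.318 in neurons and 0.0706 in HEK293FT, while DNA counts gave 0.150 and 0.260. These values have no explanation here.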
